A study of Arabidopsis thaliana with 12 samples.

How the data were processed

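RNA was measured in 12 libraries of Arabidopsis thaliana, accession Col-0, in 4 groups of 3 biological replicates: fruit and seed, each from plants kept at 16°C or 22°C after bolting. Per the labels' protocols, plants grew at 22°C until bolting and were then moved to the stated temperature. Siliques were dissected by hand at the bent-cotyledon stage of the embryo, which was 14 to 15 days after pollination (DAP) at 16°C and 6 to 7 DAP at 22°C. Each replicate pooled tissue of 3 to 5 siliques. Temperature and age in days therefore changed together, and no library separates them. Per the labels' protocols, RNA was extracted with a column kit for plant tissue and sequenced as 100-bp paired-end reads on a DNBSEQ instrument. The protocol states a minimum number of reads per sample, not the number of each library.

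The authors deposited 1 table of normalized transcript abundances (TPM) with 26925 loci and 12 library columns. TPM divides the reads of each locus by its length and then scales each library to a fixed total. The aligner, the counting tool, the genome build and the annotation are not stated in the labels or the file header. The TPM values summed to between 978200 and 987699 per library. TPM keeps no depth, so the number of reads behind a value is unknown and no counting interval is given. Rows are loci, not isoforms. Of the 26925 loci, 26715 matched a locus tag of the RefSeq annotation of assembly TAIR10.1, which was used for gene names and for the transcript comparison described last. Where that annotation gives no name, or a name shared by several loci, the locus identifier is printed. AT2G40460 was put in the ABA transport list under a name that neither the table nor that annotation, synonyms included, gives this locus. No coordinates are given because the build behind the deposited table is not stated.

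The tests were run in R 4.3.3 with limma 3.58.1 on log2(TPM + 1). Loci with at least 1 TPM in at least 3 libraries were tested, which left 19661. A model with 4 group means was fitted to all 12 libraries (lmFit, then eBayes with a trend), so that the groups share 1 estimate of the spread. Contrasts were 16°C against 22°C in fruit and in seed, seed against fruit at each temperature, and the interaction, which is the temperature change in seed minus that in fruit. A call is a Benjamini-Hochberg adjusted p under 0.05 with a change of at least 2-fold, a log2 change of 1 on the log2(TPM + 1) scale. The pseudocount of 1 understates the change of transcripts near 0. In simulated data with the real means and spreads, 92.5% of 200 genes changed by a log2 value of 1.5 were called among 19661, and 0 unchanged genes were called. The simulated spread was independent between genes, without deviations that the genes of a library share. The 0 therefore does not measure false calls in the real data.

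Lists of 125 genes in 13 functional classes were fixed before the data were examined, as were the tests, the alternatives of the first kind below and the rule for naming genes. The classes are abscisic acid (ABA) biosynthesis, ABA catabolism, ABA transport, ABA response, dormancy regulators, gibberellin (GA) activation, GA deactivation, flavonoid and tannin, cold response, seed storage, late seed maturation, fruit identity and senescence. They were tested with camera (limma) at a preset inter-gene correlation of 0.01, with adjustment over the 13 lists in each contrast. The rule names, for each contrast, the 3 largest increases and 3 largest decreases among calls with a group mean of at least 5 TPM, and for the contrasts of 2 groups only genes whose replicates do not overlap between the groups. Chance gives such separation to 10% of genes for 3 libraries against 3. Members of the lists could also be named. A list of 21 pollen transcripts and a list of 12 salicylic acid markers were written after the first results were seen and before their own tests.

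Sums of TPM were compared with an exact two-sided permutation test, which for 3 libraries against 3 cannot go below 0.1. Same-numbered fruit and seed libraries at 16°C deviated together from their group means, with correlations across genes of 0.28, 0.32 and 0.18, all above the limit of 0.1. The labels do not say what the numbers share, so this pairing comes from the values. For these deviations, libraries of different numbers were not compared. Between temperatures in fruit, where the numbers are not taken as pairs, a correlation of -0.57 arose. The limit of 0.1 therefore does not exclude that the pairing arose by chance. At 22°C the correlations were 0.33, 0.18 and 0.06, the last under the limit.

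Alternatives covered the pseudocount, the filter on low values, median-of-ratios and quantile scaling, leaving out the 20 genes of highest mean TPM, eBayes without a trend, a replicate block, fits of the 6 libraries compared, no fold limit, other list tests, and leaving out each library. Alternatives chosen after seeing the data were 2 subtractions of seed RNA from each fruit library, the storage transcript level of each seed library as a covariate, and a subset of genes at least as high in fruit as in seed. The first subtraction took the median fruit to seed ratio of the storage and tannin lists as the share. The second took the lowest ratio to the mean seed level among 3094 genes of at least 50 TPM in seed at both temperatures. That is the most that RNA of the mean composition of the seed libraries could make up. The storage gene CRC set it at 1.25% in fruit 22°C replicate 1. CRC had 12.3, 54.5 and 164 TPM in the 22°C seed libraries, so seed RNA of a single library's composition could exceed this limit. The share from the lists lay above that limit, and above the ratio of AT1G62000, in all 6 fruit libraries. At the mean seed composition the first subtraction therefore removes too much from abundant seed transcripts. It set 7 of the 11 storage genes to 0 in every fruit library. Near-identical copies were looked for with blastn 2.17.0 among the longest TAIR10.1 transcripts, at 90% identity or more over at least 50% of the length. Of the 178 named or listed genes, 7 had such a copy. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The lhp1 mutant mentioned in the protocol is not analysed here.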

Results

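The data describe the transcriptomes of developing Arabidopsis fruit and seed at 16°C and 22°C, collected at the same embryo stage. The series title concerns the adaptation of progeny to the maternal climate by transport of a hormone, so genes of ABA synthesis, breakdown and transport were among the lists examined. Each of the 4 groups had 3 libraries. Between 17611 and 18748 loci reached 1 TPM per library. The 20 genes of highest mean TPM over all 12 libraries held 6.84% to 8.86% of TPM in fruit libraries. In seed libraries they held 18.6% to 24.5%. This is 1 fixed set for both tissues, so the values do not compare the most abundant genes of each tissue. Pearson correlations of log2(TPM + 1) within groups lay between 0.973 and 0.995, and between tissues from 0.62 to 0.77. The first principal component held 89.8% of the variance and separated the tissues. The second held 4.9% and separated the temperatures within both tissues.

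Seed was compared with fruit at each temperature to ask how the dissected tissues differ. At 22°C, 7696 of 19661 genes were called, 3202 higher and 4494 lower in seed (limma, adjusted p under 0.05 and at least 2-fold). At 16°C, 8220 were called, 3313 higher and 4907 lower. The split between directions depended on scaling. The share higher in seed was 41.6% at 22°C and 40.3% at 16°C, against 54.5% and 53.5% under quantile normalization, which moved the median log2 change of all genes from -0.06 to 0.18 and from -0.11 to 0.18. Relative to those medians the changes named here are far larger. Without a fold limit the counts were 16063 and 16280, the largest shift among the alternatives.

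Among genes eligible under the naming rule, the 3 largest decreases in seed were the same genes at both temperatures. AT1G23130 had 717 ± 20.9 TPM in fruit and 0.309 ± 0.214 in seed at 22°C (SD, n = 3 in each group here and below), a log2 change of -9.11 with a limma adjusted p of 2.0e-12. AT2G47880 had log2 changes of -8.74 at 22°C and -9.10 at 16°C, and PIFI (AT3G15840) of -8.28 and -8.95. Among increases, AT1G62000 had 3743 ± 1269 TPM in seed and 282 ± 43.1 in fruit at 22°C (log2 change 3.69, limma adjusted p 3.0e-06). At 16°C it had 23880 ± 3739 TPM in seed and 1499 ± 786 in fruit (log2 change 4.13). AT1G62080 had a log2 change of 4.09 at 16°C. It is 94.8% identical to AT1G62000 over 98.0% of its length, and how reads were divided between such copies is not stated, so the level of each is uncertain. AT5G05020 was higher in seed by 3.44 at 22°C and 3.96 at 16°C on the log2 scale. CRC (AT4G28520), a seed storage protein gene, was higher by 3.56 at 22°C (limma adjusted p 0.00504). Any seed RNA in the fruit libraries, taken up below, would make such increases too small. Over 9 alternatives the log2 change of AT1G62000 ranged from 3.68 to 11.8 at 22°C and from 3.37 to 14.5 at 16°C. The upper ends come from subtraction at the share of the storage and tannin lists. That removes all of its fruit signal, so they are no estimate.

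Storage transcripts were summed to check the tissue labels. The 11 listed genes totalled 27278 ± 10366 TPM in seed and 3055 ± 1876 in fruit at 16°C, and 12798 ± 4135 and 1668 ± 139 at 22°C. The fruit sum was 11.2% of the seed sum at 16°C and 13.03% at 22°C. Without fruit 16°C replicate 3 the 16°C value was 7.62%. The difference between temperatures gave an exact two-sided permutation p of 0.1 in seed, the smallest possible with 3 against 3, and 0.4 in fruit. Levels in the other tissue were compared for genes with at least 50 TPM at both temperatures in at least 1 tissue, from means over both temperatures. Of 3204 such genes with a mean of at least 50 TPM in seed, 0 had a fruit level under 5% of the seed level, and the lowest stood at 6.12%. In the opposite direction 280 of 3790 genes with a mean of at least 50 TPM in fruit lay under 5% and 112 under 1%, with the lowest at 0.00867%. The 200 most seed-enriched genes had a median fruit level of 14.0% of the seed level.

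**Figure D1:**
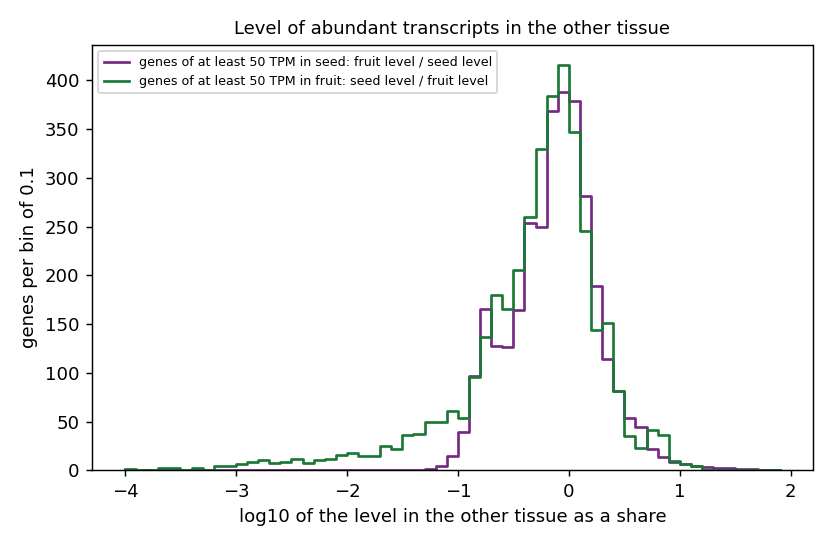
Number of genes (vertical axis) by the log10 of their level in the other tissue as a share of the level in the first (horizontal axis, bins of 0.1), from means over both temperatures. The curve for genes of at least 50 TPM in seed ends at a fruit level of 6.12%, while that for fruit genes runs down to a seed level of 0.00867%.

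Fruit at 16°C was compared with fruit at 22°C to ask how temperature after bolting changes the fruit at the same embryo stage. Of 19661 genes, 926 were called, 630 higher and 296 lower at 16°C (limma). Without a fold limit 6061 had an adjusted p under 0.05, 2960 higher and 3101 lower. Among the 926 calls were 16 of the 18 tested members of the pollen list, all higher at 16°C. After seed RNA was subtracted at the upper limit that abundant seed transcripts set for its share, 952 genes were called. That limit holds at the mean seed composition. Of these 952, 895 were among the 926, and 66.5% were higher, against 68.0% of the 926. Subtraction at the larger share of the storage and tannin lists gave 1277 calls with 56.5% higher.

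Among genes eligible under the naming rule KIN1 (AT5G15960) rose the most, from 3.80 ± 0.311 to 104 ± 13.6 TPM (log2 change 4.45, SE 0.11, limma adjusted p 8.7e-09). It is 91.7% identical to KIN2 (AT5G15970) over 60.9% of its length. PR5 (AT1G75040) rose from 1.75 ± 0.384 to 54.5 ± 19.7 TPM (log2 change 4.27, SE 0.22, limma adjusted p 2.0e-06). WAK3 (AT1G21240) rose from 1.02 ± 0.272 to 30.5 ± 13.3 TPM (log2 change 3.86, SE 0.28, limma adjusted p 8.2e-06). The largest decrease among them was in TGG2 (AT5G25980), from 267 ± 190 to 6.13 ± 4.91 TPM (log2 change -5.31, SE 0.55, limma adjusted p 7.5e-05). AT2G05540 fell from 321 ± 70.4 to 28.5 ± 1.70 TPM (log2 change -3.43) and VSP2 (AT5G24770) from 38.4 ± 19.8 to 2.43 ± 0.518 TPM (log2 change -3.38). For each of these 6 genes the replicates did not overlap between temperatures, as the naming rule required.

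The same comparison in seed gave 284 calls, 185 higher and 99 lower at 16°C (limma), and 2401 genes with an adjusted p under 0.05 and no fold limit. The direction differed between these sets: of the 2401, 689 were higher and 1712 lower at 16°C. The median log2 change of all genes in seed was -0.066. Under median-of-ratios scaling it was 0.0041, and 282 genes were called, 73.8% of them higher. The split of the 2401 may depend on scaling and was not counted again under it. With the storage level as a covariate 125 were called, 42.4% of them higher. With a pseudocount of 0.1 the count was 600, of which 274 were among the 284. Without seed 22°C replicate 1 it was 176, with 49.4% higher against 65.1%. AT1G14950 rose from 0.699 ± 0.411 to 22.6 ± 15.7 TPM (log2 change 3.63, SE 0.39, limma adjusted p 5.5e-04). AT2G46600 rose from 9.67 ± 3.25 to 83.5 ± 20.3 TPM (log2 change 3.00, SE 0.25, limma adjusted p 1.6e-04), and AT4G17680 from 0.822 ± 0.207 to 13.6 ± 1.67 TPM (log2 change 3.00, SE 0.17, limma adjusted p 2.8e-05). RBCS3B (AT5G38410) fell from 42.5 ± 6.38 to 8.02 ± 3.39 TPM (log2 change -2.33). It is 94.4% identical to AT5G38420 over 54.2% of its length, so its level is uncertain. SAHH2 (AT3G23810) fell from 21.5 ± 2.35 to 4.69 ± 2.27 TPM (log2 change -2.06) and XTH24 (AT4G30270) from 72.6 ± 13.7 to 17.5 ± 0.675 TPM (log2 change -1.97). In fruit at 22°C RBCS3B, SAHH2 and XTH24 had 2810 ± 151, 182 ± 17.3 and 1315 ± 350 TPM.

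The interaction tests whether the temperature change differs between the tissues. It was called for 584 genes, 220 with a higher and 364 with a lower change in seed than in fruit (limma). Among genes with at least 5 TPM on average the count was 338. The largest positive values among calls with a group mean of at least 5 TPM were those of TGG2 (5.06), TGG1 (AT5G26000, 4.26) and GASA6 (AT1G74670, 3.81). TGG1 fell in fruit from 126 ± 44.9 to 12.1 ± 2.37 TPM and rose in seed from 6.08 ± 1.02 to 13.5 ± 2.78 TPM. The largest negative values were those of PR5 (-4.34), WAK3 (-3.93) and LURP1 (AT2G14560, -3.73). LURP1 rose in fruit from 7.68 ± 1.53 to 124 ± 28.3 TPM, and in seed it was listed at 0 in all 22°C libraries. PR5 was listed at 0 in all seed libraries at 16°C.

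Across the 19661 tested genes the log2 changes in fruit and seed had a Pearson correlation of 0.466 and a Spearman correlation of 0.414. This is a correlation across genes, which are not independent replicates. Same-numbered fruit and seed libraries deviate together from their group means, which without any temperature change would give a correlation of 0.211 and accounts for 8.51% of the covariance of the changes. Of the calls, 131 were shared, where 13.4 would be if the calls of the tissues were independent, and 129 of them had the same direction. The correlation was 0.427 after seed RNA was subtracted from fruit at the upper limit that abundant seed transcripts set for its share. It was 0.306 at the larger share of the storage and tannin lists, the alternative that moved it most.

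**Figure D2:**
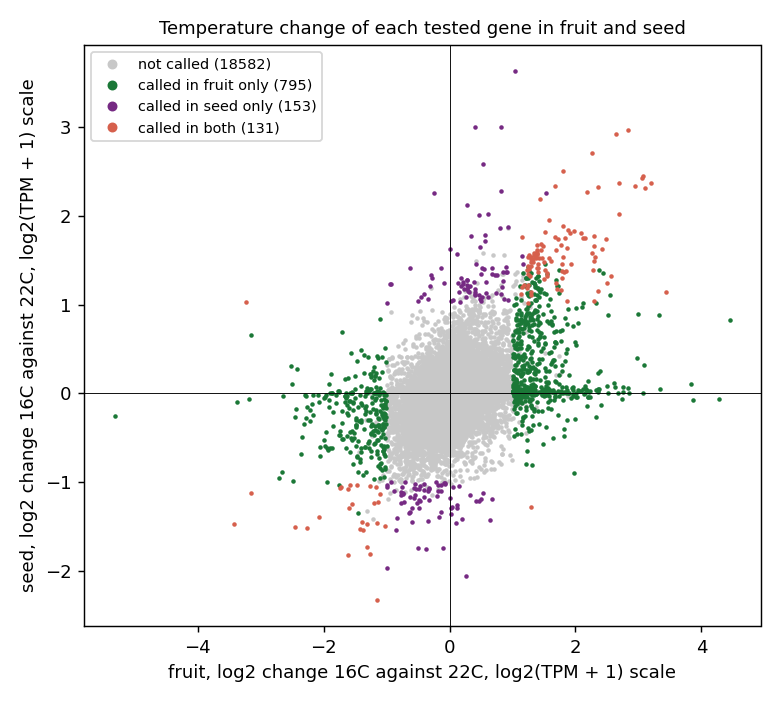
Log2 change from 22°C to 16°C in seed (vertical axis) against that in fruit (horizontal axis), both on the log2(TPM + 1) scale, 1 point per tested gene, coloured by where the gene was called. Of 131 genes called in both tissues, 129 changed in the same direction.

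In fruit, 3 of the 13 lists had a camera adjusted p under 0.05, all higher at 16°C: cold response (9.6e-06, median log2 change 0.92), senescence (0.0109, median 0.62) and ABA catabolism (0.0226, median 0.49). The adjusted p of ABA catabolism was 0.0869 without fruit 22°C replicate 1. The other lists in fruit had adjusted p-values of 0.626 for ABA biosynthesis, 0.798 for ABA transport, 0.372 for ABA response and 0.49 for dormancy regulators. The values were 0.626 for GA activation, 0.956 for GA deactivation, 0.482 for flavonoid and tannin, 0.372 for seed storage, 0.49 for late seed maturation and 0.49 for fruit identity. Without fruit 16°C replicate 1, flavonoid and tannin (0.00893) and seed storage (0.0151) passed with camera. Without fruit 22°C replicate 3, ABA response (0.0166) passed. In seed, 5 lists passed, all higher at 16°C: cold response (1.3e-05, median 0.29), seed storage (3.7e-04, median 0.94), dormancy regulators (0.0151, median 0.28), ABA response (0.0171, median 0.16) and late seed maturation (0.0211, median 0.68). The others in seed were ABA biosynthesis at 0.891, ABA catabolism at 0.292, ABA transport at 0.097, GA activation at 0.392, GA deactivation at 0.925, flavonoid and tannin at 0.0995, fruit identity at 0.292 and senescence at 0.0735. The 3 lists in fruit held under fry and none of them under an estimated inter-gene correlation. None of the 5 in seed held under either, where the smallest adjusted p was 0.0733 with fry and 0.397 with the estimated correlation. At an unadjusted p under 0.05, fry passed 4 lists in seed, of which 3 were among the 5 (cold response, dormancy regulators and late seed maturation) and the other, fruit identity, was lower at 16°C. Seed storage (0.125) and ABA response (0.247) did not pass there. The estimated correlation passed 0 lists in seed and 2 in fruit, ABA catabolism and senescence. For the interaction, cold response alone passed with camera (adjusted p 0.0117, median -0.63), and it held under fry at 0.0134. Fry also passed ABA catabolism (0.0195) and senescence (0.0138) there.

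Single members were tested over all genes. In the cold response list 8 of 13 tested genes in fruit and 6 of 13 in seed had a limma adjusted p under 0.05, and 9 and 6 adjusted over the list alone. RD29A (AT5G52310) rose in fruit from 21.7 ± 5.85 to 242 ± 31.02 TPM (log2 change 3.44, limma adjusted p 1.9e-06) and in seed from 2.47 ± 0.538 to 6.62 ± 0.399 TPM (log2 change 1.14, limma adjusted p 0.00325). LTI30 (AT3G50970) rose by 2.18 in fruit and 2.27 in seed on the log2 scale, in seed from 4.46 ± 0.689 to 25.5 ± 4.98 TPM. In the senescence list SAG13 (AT2G29350) rose in fruit from 62.7 ± 16.1 to 215 ± 35.7 TPM (log2 change 1.78). IND (AT4G00120), of the fruit identity list, fell in fruit from 34.2 ± 2.41 to 16.1 ± 1.03 TPM (log2 change -1.04, limma adjusted p 1.9e-04, but 0.0601 with a pseudocount of 0.1, in a range from 1.1e-04 to 0.0601 over 10 alternatives).

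In the ABA biosynthesis list, 2 of 8 tested genes in fruit and 0 in seed had an adjusted p under 0.05 over all genes, with the same counts adjusted over the list alone. In seed 1 had an unadjusted p under 0.05. ABA2 (AT1G52340) fell in fruit from 30.7 ± 0.546 to 21.5 ± 2.67 TPM (log2 change -0.50, limma adjusted p 0.00202). NCED3 (AT3G14440) had 46.7 ± 25.1 TPM at 16°C and 43.8 ± 55.2 at 22°C in fruit, a difference within the spread of replicates (limma adjusted p 0.45). Its log2 change of 0.98 was -0.23 without fruit 22°C replicate 1 and 2.14 without replicate 3, where the adjusted p was 0.0407. NCED6 and NCED9 were higher in seed, and their fruit levels at 16°C were 14.1% and 16.0% of the seed level, where the 200 most seed-enriched genes had a median of 14.0% over both temperatures. In the ABA catabolism list CYP707A1 (AT4G19230) rose in fruit from 2.31 ± 0.492 to 4.25 ± 0.5 TPM (log2 change 0.67, limma adjusted p 0.00264). CYP707A4 (AT3G19270) rose in fruit by 1.08 and was listed at 0 in all 6 seed libraries.

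In the ABA transport list, 4 of 9 tested genes in fruit and 1 in seed passed over all genes, and 5 and 2 adjusted over the list alone. In fruit 6 of the 9 were lower at 16°C, with a median log2 change of -0.29, and the 4 that passed went both ways. NPF4.6 (AT1G69850) rose in fruit from 57.4 ± 2.30 to 83.1 ± 3.39 TPM (log2 change 0.53, limma adjusted p 2.6e-04). ABCG25 (AT1G71960) rose in fruit from 28.1 ± 1.45 to 38.7 ± 2.44 TPM (log2 change 0.45, limma adjusted p 0.00362). DTX50 (AT5G52050) rose (log2 change 0.65, limma adjusted p 0.00891) and ABCG18 (AT3G55110) fell (log2 change -0.51, limma adjusted p 0.0238). The adjusted p of ABCG18 was above 0.05 in 4 of the 6 fits that each left out 1 library. The gene that passed in seed, AT2G40460, was listed under a name that neither the table nor the annotation gives this locus, so its place among ABA transport genes is not established here. AT2G40460 rose in seed from 44.8 ± 5.39 to 121 ± 55.1 TPM (log2 change 1.33, limma adjusted p 0.0102). With the replicate block its adjusted p was 0.056, and with the storage level as a covariate 0.146, in a range from 0.00849 to 0.146 over 9 alternatives. Among dormancy regulators, 0 of 8 genes in fruit and 2 of 8 in seed passed, with 0 and 2 adjusted over the list alone, and 1 gene in fruit had an unadjusted p under 0.05. DOG1 (AT5G45830) rose in seed from 1.34 ± 0.556 to 3.07 ± 1.005 TPM (log2 change 0.80, limma adjusted p 0.0349), with adjusted p-values of 0.0334 to 0.127 across the 6 fits that each left out 1 library. With the storage covariate the log2 change was 0.32 (adjusted p 0.421), in a range of adjusted p from 0.0306 to 0.421 over 8 alternatives on all libraries. RDO5 (AT4G11040) rose from 9.21 ± 1.72 to 16.1 ± 1.75 TPM (log2 change 0.75, limma adjusted p 0.0258, 0.03 to 0.0961 with 1 library left out, and 0.0131 to 0.265 over 9 alternatives, the highest with the storage covariate). FT (AT1G65480) had 1815 ± 49.2 TPM in fruit at 16°C and 1650 ± 40.4 at 22°C, with 47.5 ± 26.2 and 40.7 ± 18.6 in seed. In the seed storage list CRB (AT1G03880) rose in seed from 87.0 ± 69.3 to 560 ± 349 TPM (log2 change 2.92, limma adjusted p 0.0331, 0.0286 to 0.118 with 1 library left out and 0.0323 to 0.4 over 9 alternatives). Its fruit level was 9.15% of the seed level at 16°C.

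**Figure D3:**
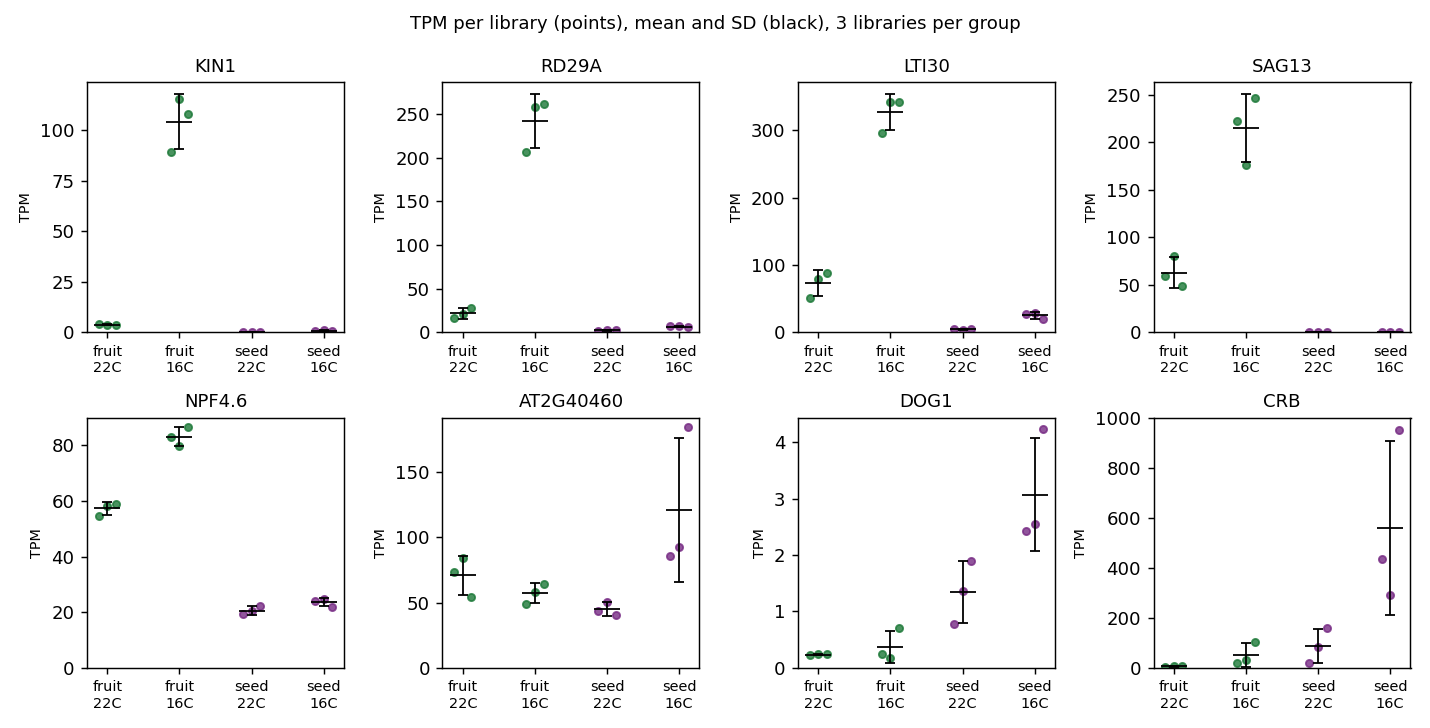
TPM (vertical axes, from 0) of 8 genes in each library (points), with the mean and SD of 3 libraries per group in black. KIN1, RD29A, LTI30, SAG13 and NPF4.6 lie higher at 16°C in fruit, and LTI30, AT2G40460, DOG1 and CRB lie higher at 16°C in seed with wider spreads for the last 3.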

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

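The test on single cold response genes and the subtraction of seed RNA at the upper limit of its share were chosen after the result was seen. The temperature change differed between the tissues, by the interaction test, for 584 genes. Of the 200 possible splits of the temperature labels within each tissue, 100 were taken, the real one included, with the shared temperature change removed. Only 1 gave as many calls, the real one, and the largest other count was 49. Seed RNA in the fruit libraries would blunt or mimic such differences. After it was subtracted at the share of the storage and tannin lists, all 584 stayed called among 914. At the mean seed composition that share is too large for abundant seed transcripts. At the upper limit that these set for the share, 567 of the 584 stayed called among 604. Of the 584, 514 were at least as high in fruit as in seed, where such RNA adds little. The mean share of the lists was 14.6% at 16°C and 15.5% at 22°C. Subtraction at such similar shares moves the fruit change away from the seed change. That the calls stayed was therefore largely set in advance and carries little weight. The 514 genes argue against seed RNA as the whole cause for them. With a pseudocount of 0.1, 451 of the 584 stayed called among 585, and with the storage covariate 380 among 414. The numbers of reads behind the values are unknown, so unequal depth between tissues stays open, as does the age difference in days that goes with temperature.

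Among the 47 named genes of the temperature contrasts, the lists and the interaction, 27 had an interaction with an adjusted p under 0.05 in limma. Those with a lower change in seed were PR5 (-4.34), WAK3 (-3.93), LURP1 (-3.73), KIN1 (-3.62), SAHH2 (-2.32), RD29A (-2.30), SAG13 (-1.75), COR15A (-1.64), RBCS3B (-1.18), GOLS3 (-1.16), CYP707A4 (-1.08), XTH24 (-0.97), CYP707A1 (-0.63), RPL (-0.59), NYC1 (-0.51), FUL (-0.51) and NPF4.6 (-0.34). Those with a higher change in seed were ABA2 (0.53), IND (0.79), AT2G40460 (1.62), AT4G17680 (2.18), AT1G14950 (2.59), AT2G46600 (2.60), VSP2 (3.29), GASA6 (3.81), TGG1 (4.26) and TGG2 (5.06). List members outside these 47 with such an interaction were COR15B (-0.88, limma adjusted p 0.00444), SAG12 (-1.55, 0.0277) and CYP707A2 (-0.64, 0.0374). With a pseudocount of 0.1, 21 of the 27 kept an adjusted p under 0.05 and 6 did not, and 0 changed direction. The 6 were COR15A, GOLS3, FUL, NPF4.6, IND and AT1G14950. The value of IND fell to 0.096 (limma adjusted p 0.941). IND had 0.0782 TPM in seed at 16°C and 0.295 at 22°C, so its higher change in seed may come from the scale. For genes listed near 0 in seed, such as PR5, LURP1, VSP2 and CYP707A4, the seed change cannot be measured, and the value is in effect the change in fruit. KIN1 and RBCS3B have near-identical copies, and shared reads were not tested for them.

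The cold response list changed less in seed than in fruit (median interaction -0.63, camera adjusted p 0.0117). A candidate explanation is the pseudocount, since several members lie near 0 in seed. With a pseudocount of 0.1 the camera adjusted p was 0.389 and that of fry 0.195, so the difference of the list as a set may come from the scale. Of the 5 members with an interaction, 3 lay above 0.1 TPM in all seed libraries, and 2 of these kept it with a pseudocount of 0.1, RD29A (-2.09) and COR15B (-0.92), which argues against the scale as the whole cause for these genes. COR15B had 0.733 ± 0.148 TPM in seed at 16°C and 0.735 ± 0.0178 at 22°C, where unknown depth limits the value. COR15A did not keep it (adjusted p 0.115). KIN1 kept it (-2.07, limma adjusted p 0.00702) and GOLS3 did not (0.201). KIN1 and GOLS3 were listed at 0 in at least 1 seed library. A pseudocount of 0.1 therefore also shrinks their seed change, and the scale stays open for them.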

How the results depend on the processing

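The counts of calls in fruit, between tissues and for the interaction stayed within 1.5 times of the reported ones under scaling, pseudocount, trend and block alternatives, and the seed count under scaling and trend. Without a fold limit the counts were 6061 in fruit, 2401 in seed, 16063 and 16280 between tissues at 22°C and 16°C, and 2142 for the interaction, as the looser rule implies. With at least 5 TPM on average, where fewer genes are tested, they were 538 in fruit and 338 for the interaction, all of them among the 926 and 584. A pseudocount of 0.1 gave 600 in seed, and the storage covariate, chosen after seeing the data, 125. The subtraction of seed RNA at the share of the storage and tannin lists, also chosen then, gave 914 for the interaction and a shared correlation of 0.306. At the upper limit that abundant seed transcripts set for the share, added last, these were 604 and 0.427. The cause was not tested for these. The correlation was 0.496 among genes at least as high in fruit.

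Across the fits that each left out 1 library, calls ranged from 770 to 1104 in fruit, 176 to 329 in seed (176 without seed 22°C replicate 1), 7415 to 8102 and 7965 to 8398 between tissues at 22°C and 16°C, and 508 to 629 for the interaction. The shared correlation ranged from 0.435 to 0.473. The lists called ranged from 2 to 5 in fruit (5 without fruit 16°C replicate 1) and 3 to 6 in seed (3 without seed 22°C replicate 1). The storage sum in fruit ranged from 7.62% to 14.5% of that in seed at 16°C and from 11.1% to 15.3% at 22°C, and was 7.71% at 22°C with the cruciferin genes alone.

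The replicate block gave 877 calls in fruit, 177 in seed, 7703 and 8225 between tissues and 591 for the interaction. By the limit of 0.1, same numbers pair only the tissues at 16°C, where the block kept 8218 of the 8220 calls. Between temperatures, the correlations of same-numbered libraries were -0.57, -0.16 and 0.05 in fruit and 0.04, -0.16 and 0.10 in seed, so these numbers pair nothing.

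The lists called in seed numbered 7 among genes with a mean of at least 5 TPM, where flavonoid and tannin (adjusted p 0.038) and senescence (0.0423) joined the 5. They numbered 3 under median-of-ratios scaling, 2 with the covariate and 0 under fry and under an estimated correlation, and in fruit 0 under the latter. Of the 2 with the covariate, cold response was among the 5 and flavonoid and tannin (0.0411, against 0.0995) was not, so 4 of the 5 were lost. The GA deactivation list changed direction with adjusted p-values of 0.824 in seed with a pseudocount of 0.1, 0.901 in fruit over all genes above 0, 0.791 under fry, and, with 1 library left out, in fits whose values ranged over 0.743 to 0.924 in fruit (0.743 without fruit 22°C replicate 1, 0.91 without fruit 16°C replicate 3) and 0.677 to 0.976 in seed (0.895 without seed 22°C replicate 3). After the subtraction at the list share dormancy regulators (0.765) and seed storage (0.729) reversed in fruit. It sets 7 of the 11 storage genes to 0 in every fruit library, so the storage value follows from its construction. Neither list reversed at the upper limit that abundant seed transcripts set for the share. ABA biosynthesis in seed reversed without seed 22°C replicate 2 (0.822, in a range of 0.491 to 0.976), and the log2 change of NCED3 in fruit without fruit 22°C replicate 1 (-0.23, in a range up to 2.14). The cause was not tested for the others. Over 691 other fits of 72 single-gene results on all libraries, 665 kept direction and side of the threshold, 25 were weaker and 1 stronger. Of the weaker ones, 10 came among 29 seed results with the storage covariate and 7 among 72 results with the replicate block. Over 468 fits with 1 library left out, 426 kept both, 38 were weaker, 3 stronger and 1, that of NCED3, reversed. The alternative with rows as isoforms was not run, since rows are loci. Unknown depth limits every result on transcripts near 1 TPM.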

Other observations

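Of the tests here, those on the order of seed-enriched genes over the fruit libraries, on genes under 5% of the seed level, on genes 1 to 4 times as high in fruit, on library numbers, on the covariate for all seed calls, on fruit RNA in seed, and on the pollen and salicylic acid lists were chosen after the result was seen. For the contrasts of 3 libraries against 3, 1 of the 10 splits of the 6 libraries gave as many calls in fruit between temperatures, the real one, and the largest other count was 129. In seed between temperatures, and between tissues at 22°C and at 16°C, it was also 1 of 10. Such a design cannot give a share under 0.1, so chance cannot be excluded by this count. Between tissues at 16°C, where same-numbered libraries deviate together, 4 splits part all 3 pairs, and 1 of them, the real one, gave as many calls.

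Seed RNA carried into the fruit libraries is a candidate source of seed-type transcripts there. The test written beforehand gave no support: over the 6 fruit libraries, the fruit to seed ratios of the storage list and of the tannin list had a Pearson r of 0.336 (exact permutation p 0.54) and a Spearman rho of 0.0286 (exact permutation p 1). Without the 2 libraries farthest from the median, r was -0.651, and with 6 libraries the relation stays undecided. Tests chosen later went the other way. Of the 200 most seed-enriched genes, 98% had their lowest 16°C fruit value in replicate 1, and 90.5% had their highest 22°C fruit value in replicate 1. Of 3204 genes of at least 50 TPM in seed, 0 fell under 5% of the seed level in fruit, against 280 of 3790 in the opposite direction. These values are consistent with seed RNA in the fruit libraries, but its share is uncertain. The lists differ: in fruit 16°C replicate 1 the storage list gave 4.19% and the tannin list 14.4%. Both lists together gave 7.76% to 19.6%, above the lowest ratio of an abundant seed gene in all 6 libraries, which was 1.25% to 8.99%. AT1G62000 alone stood at 3.04% to 9.62%. The larger values of other genes may therefore come in part from expression in fruit. These ratios use mean seed levels, and CRC, which set the 1.25%, had 12.3 to 164 TPM among the 22°C seed libraries. The lowest ratios are therefore no firm upper limit of the share. Shared regulation of these genes in the fruit wall was not tested.

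The temperature changes of fruit and seed correlated across genes at 0.466. If seed RNA in fruit were the whole cause, the correlation would vanish where fruit levels are high. Among 9721 genes at least as high in fruit as in seed it was 0.496, and among 7307 genes 1 to 4 times as high it was 0.442. Both argue against carried-over RNA as the whole cause. Among 877 genes with at most 0.2 of the seed level in fruit it was 0.805, so carry-over may add to it there. Same-numbered libraries of the tissues deviate together, which is another candidate source and would give a correlation of 0.211 without any temperature change. Between single libraries, the changes correlated with a median of 0.322 (0.136 to 0.491 over 36 choices) when the numbers differed between the tissues at both temperatures, against 0.399 (0.355 to 0.457 over 9 choices) when they agreed. This argues against the shared numbers as the whole cause, while they may add to the value. A shared response of both tissues to temperature, or to age in days, stays open and untested.

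Seeds at 16°C may have been further along in maturation than those at 22°C, although both were collected at the same embryo stage. Across 19650 genes, the gradient between the 22°C seed libraries of lowest and highest storage level correlated with the change from the remaining 22°C library to 16°C at 0.117. This is weak and rests on 1 library at each end, so a shift in stage and an effect of temperature cannot be told apart for the storage list. Using the storage level as a covariate is circular for that list. Of the 284 seed calls, 96 stayed called with it among 125 calls. The changes of the 284 shrank by a median of 3.46% and all kept their direction. This median pools increases and decreases. Of the 284 calls, 65.1% were higher at 16°C, against 42.4% of the 125. The shrinkage was not measured for increases alone, so it cannot exclude the storage gradient as their main cause. For the 284 pooled over both directions, the small median argues against that gradient as the whole cause. A stage difference that storage transcripts do not track stays open. The cold response list kept a camera adjusted p of 6.8e-05 with the covariate, against 0.296 with fry, and 5 members kept a limma adjusted p under 0.05.

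Fruit RNA in the seed libraries is another candidate source of the cold response change in seed. The 6 members with a limma adjusted p under 0.05 there had a median 16°C seed level of 5.27% of the fruit level, with the lowest, KIN2, at 0.624%, against a median of 0.444% for the 200 genes of lowest seed share. Of the genes of at least 50 TPM in 16°C fruit, 41 lay under 0.1% in 16°C seeds, and FUL lay at 0.0523%, below the lowest ratio of seed increase to fruit increase in TPM among these members, 0.671% in KIN2. This argues against whole-fruit RNA, while RNA of a part of the fruit attached to the seed was not tested.

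Pollen-type transcripts were among the increases at 16°C in both tissues, and pollen collected with the dissected material is a candidate source. All 21 transcripts of the pollen list were higher at 16°C in seed and 21 in fruit by group means. Of the 18 tested, 16 were called in fruit and 5 in seed (limma). The list was written after genes of this type, such as AT3G28830, AT3G07850 and AT3G14040, were seen among the increases, and holds none of these. It had a camera p of 2.6e-08 in fruit and 2.3e-10 in seed, 0.00448 and 0.0429 under fry, but 0.165 and 0.12 with an estimated inter-gene correlation, so the small camera values rest on the preset correlation. Their sum was 624 ± 214 TPM in fruit at 16°C and 241 ± 107 at 22°C, and 144 ± 94.1 and 42.2 ± 3.81 TPM in seed (SD, n = 3). At 16°C the fruit libraries had 841, 414 and 617 TPM in replicates 1 to 3 and the same-numbered seed libraries 253, 85.3 and 94.3, the same order, which chance gives to 1 in 6 arrangements. At 22°C the order was reversed, with 224, 144 and 355 TPM in fruit and 40.8, 46.5 and 39.3 in seed, so the order of the libraries carries little weight. The most abundant members were VGD1, at 250, 111 and 167 TPM in the 16°C fruit libraries, and AGP23, at 155, 87.0 and 134. At 22°C, 16 members had a mean of at least 1 TPM in fruit and 6 in seed. Expression of these genes in the tissues themselves was not tested.

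Defence genes such as PR5 and LURP1 were among the largest increases in fruit at 16°C, and a salicylic acid type response may be involved. Of 12 other markers 9 were tested, 8 were higher at 16°C and 3 had a limma adjusted p under 0.05. The set gave a camera p of 0.00686 and a fry p of 0.00177 in fruit, but 0.127 with an estimated inter-gene correlation, and 0.223 with camera in seed. At 22°C, 8 of the 12 had a mean of at least 1 TPM in fruit and 3 in seed. WRKY70 was the most abundant, at 29.1 ± 12.3 TPM at 16°C and 14.1 ± 11.2 at 22°C in fruit (limma adjusted p 0.146), and PR1 had 0.677 ± 0.4 TPM at 16°C and was listed at 0 at 22°C. The difference between the tissues in this set was not tested, and age in days changes with temperature here.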
